A study of Mus musculus with 21 samples. Its data were reported in "EZH2 inhibition remodels the inflammatory senescence-associated secretory phenotype to potentiate pancreatic cancer immune surveillance" (2023).

How the data were processed

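RNA was measured by polyA-selected, paired-end sequencing in 21 libraries of GFP-positive tumor cells sorted from mouse pancreatic tumors, 5 labelled shRen V, 5 shRen T/P, 5 shEzh2 V and 6 shEzh2 T/P. Per the labels, the authors aligned reads with STAR 2.5.3a to the mouse genome (GRCm38.p6) and counted reads per gene with featureCounts of Subread 1.6.2. The deposited values are whole-number counts per gene, not normalized, for 55487 genes. The strand setting and the treatment of reads that map to several places are not stated, so counts of near-identical gene copies, of overlapping genes and of antisense pairs are uncertain. In their own analysis the authors used DESeq2 1.32.0 in R 4.1.0 with surrogate variables as covariates. Gene symbols were matched for 55141 identifiers, and the rest held 0.0824% of all counts. Positions are those of GRCm38 in GENCODE.

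Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, sva 3.50.0 and DESeq2 1.42.0. filterByExpr on the groups left 16881 genes, which held at least 99.8% of each library's counts. Libraries were scaled by TMM factors (0.886 to 1.09), and levels are given as CPM, counts per 1e6 counts, scaled by them. Total counts ran from 22592728 to 29772410 per library. All 21 libraries entered 1 quasi-likelihood fit (glmQLFit, robust), with the 4 groups and 5 surrogate variables as terms, which left 12 residual degrees of freedom. The surrogate variables were found by svaseq with the group protected, and num.sv set their number (20 permutations, seed 1). A gene was called with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Statements that a named gene or list member rose or fell need only the adjusted p. The standard error of a log2 fold change was taken from its F statistic. Every adjusted p of a single gene is from edgeR's quasi-likelihood test, two-sided. In comparing shEzh2 with shRen, Ezh2 itself was read first in every library.

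The 5 comparisons were T/P against V within shRen, T/P against V within shEzh2, shEzh2 against shRen within T/P, shEzh2 against shRen within V, and the interaction, which is the T/P effect in shEzh2 minus that in shRen. Of 35 gene lists fixed before the data were examined, the 31 with at least 5 tested genes were tested by camera with a preset correlation of 0.01 between genes, and p was adjusted over the 31 lists in each comparison. Camera was repeated with a correlation estimated for each list, and fry, which asks whether a list's genes move on balance in 1 direction, was run beside it. Counts of list members that rose or fell use p adjusted over all tested genes, and are repeated with p adjusted over the list alone. The inflammatory, the STING and STAT, and the angiogenic and suppressive lists hold genes the study's text names for these samples, so their counts are not independent evidence. The other lists came from textbook knowledge, gene families or a panel the study measured in cultured cells.

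The rule for naming genes was also set before the data were examined: Ezh2; in each comparison the 8 largest rises and 8 largest falls among called genes with a mean of at least 1 CPM; up to 4 members of each list with the smallest p; and for shEzh2 against shRen in T/P every member of the lists taken from the study's text. A gene named for 1 comparison may be given for another. Among these the report gives a selection made after the values were seen, with preference for calls that held when each library was left out in turn; 10 of its 140 called gene results did not, and the report names them. The gene results given are therefore steadier than those of the rule as a whole. The genes plotted or given in CPM were also chosen after the values were seen. A fold against a group with 0 counts is a lower bound against a floor of 3 counts over the group. A ratio with 1 to 3 counts in a group is given with its exact 95% binomial interval. Such intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

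The pipeline was tested on simulated data with the real means and library sizes and 200 changed genes per comparison. In the simulation of shEzh2 against shRen in T/P, run on 16551 genes, 80.6% of 2-fold, 94.0% of 3-fold and 92.4% of 4-fold changes passed the adjusted p in the right direction, with 8 false calls. In that of the interaction, run on 16561 genes, the shares were 67.2%, 89.6% and 86.4%, with 8 false calls. A hidden factor was simulated independently of group, and each of these runs found 2 surrogate variables. The real data gave 5, and the r2 of the first with group was 0.493. The shares and false calls therefore do not cover surrogate variables that overlap with group.

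Alternatives set before the data were examined were other scalings (DESeq2 size factors, upper quartile), no filter (at least 1 count) and a stricter filter (at least 5 CPM in at least 5 libraries), DESeq2 with and without the surrogate variables, limma voom with quality weights, no surrogate variables or only the first, the level of the macrophage and monocyte list as covariate, the replicate number as a block, only the libraries compared, no fold threshold, the other list tests, and leaving out each library in turn. Settings added after the data were seen used the mean level of 4 Y-linked genes as covariate, left out 3 shEzh2 V libraries rich in leukocyte transcripts, or left out 2 T/P libraries rich in collagen transcripts. The level of the T and NK cell markers was also used as covariate, for the interferon gamma list alone. Where libraries were left out, surrogate variables were found anew. No library was left out of the results in the report.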

Results

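Gene expression was measured in KPC1 cells, a mouse pancreatic ductal adenocarcinoma line with mutant Kras and Trp53 that carries luciferase and GFP. The cells held a short hairpin RNA against Renilla luciferase (shRen, the control) or against Ezh2 (shEzh2), the gene of the histone methyltransferase of the PRC2 complex. Tumors of these cells were raised in the pancreas of female C57BL/6 animals. The animals received vehicle (V) or 1 mg/kg trametinib, a MEK inhibitor, with 100 mg/kg palbociclib, a CDK4/6 inhibitor (T/P), for 2 weeks with 4 days on and 3 days off. GFP-positive cells were sorted from 5 shRen V, 5 shRen T/P, 5 shEzh2 V and 6 shEzh2 T/P tumors. Each library held 22592728 to 29772410 counts. The first principal component of log2 CPM held 31.3% of the variance and the second 22.3%.

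**Figure D1:**
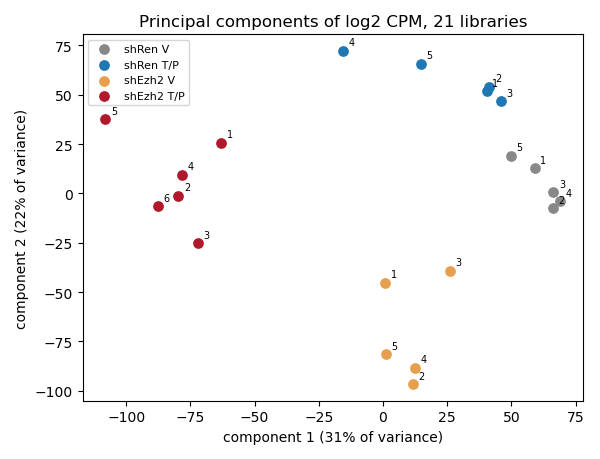
Each point is 1 of the 21 libraries, numbered by replicate and colored by group, on the first and second principal components of log2 CPM, which held 31.3% and 22.3% of the variance.

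Ezh2 (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341, GRCm38) was lower in the shEzh2 libraries than in the shRen libraries. Its level was 41.7 ± 4.08 CPM in shRen V (SD, n = 5), 34.7 ± 2.87 in shRen T/P (n = 5), 19.2 ± 5.82 in shEzh2 V (n = 5) and 15.0 ± 2.78 in shEzh2 T/P (n = 6). The highest shEzh2 library, at 26.8 CPM, lay below the lowest shRen library, at 29.9 CPM. The log2 fold change of shEzh2 against shRen was -1.52 ± 0.19 (SE) in T/P and -1.38 ± 0.16 in V, with adjusted p = 0.00013 and 3.43e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. T/P itself did not change Ezh2 past the threshold, with -0.17 ± 0.14 in shRen (adjusted p = 0.461) and -0.31 ± 0.16 in shEzh2 (adjusted p = 0.147), though the former passed with only the libraries compared (-0.26, adjusted p = 0.0214) and the latter without shEzh2 V replicate 3 (-0.50, adjusted p = 0.0218), without shEzh2 V replicates 3 to 5 (-0.40, adjusted p = 0.0318) and with only the first surrogate variable (-0.49, adjusted p = 0.0127).

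**Figure D2:**
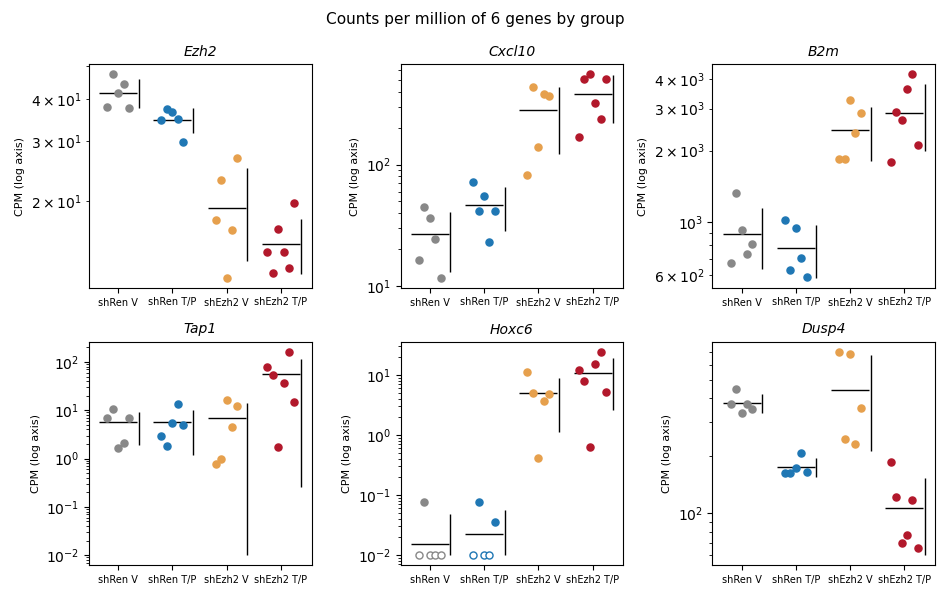
CPM on log axes for Ezh2, Cxcl10, B2m, Tap1, Hoxc6 and Dusp4, with 1 point per library, a line at the group mean and a bar of 1 SD; open points are libraries at 0, drawn at 0.01 CPM, where bars are also cut. Every shEzh2 library lies at or below 26.8 CPM of Ezh2 and every shRen library at or above 29.9.

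The T/P response of control tumors asks what MEK and CDK4/6 inhibition does to tumor cells with normal Ezh2. Of 46 cell cycle genes 35 fell in shRen T/P against shRen V (n = 5 and 5), with E2f8 at -1.41 ± 0.18 on the log2 scale (SE, adjusted p = 0.000273 by edgeR's quasi-likelihood test) and Rrm2 at -1.09 ± 0.15 (adjusted p = 0.000401). Among targets of MAPK signalling, Dusp4 (chromosome 8, 34807297 to 34819894) went from 377 ± 42.8 to 174 ± 19.3 CPM (SD), Areg changed by -1.90 ± 0.29, Hbegf by -1.43 ± 0.24 and Phlda1 by -0.94 ± 0.15. Of 27 chemokine ligands 6 rose, with Ccl2 going from 85.4 ± 31.9 to 208 ± 18.6 CPM (every T/P library above every V library, log2 fold change 1.42 ± 0.28, adjusted p = 0.00506), Ccl7 changing by 1.65 ± 0.35 and Cxcl10 by 1.54 ± 0.29 (adjusted p = 0.00349). The groups overlapped for Cxcl10, which ran from 11.7 to 44.5 CPM in V and from 22.9 to 72.2 in T/P. Among interferon-induced genes Dhx58 rose by 1.58 ± 0.25, Samd9l by 1.75 ± 0.31 and Stat2 by 0.95 ± 0.19 (0.59 without shEzh2 V replicate 1).

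In the same tumors Krt18 fell by 1.34 ± 0.16 and Krt8 by 0.78 ± 0.12. Hmga1 fell by 1.04 ± 0.14, Hmga2 by 0.90 ± 0.12, Gadd45a by 1.21 ± 0.16 and Csf2 by 1.84 ± 0.29. The death receptor gene Fas rose by 1.49 ± 0.24. Timp3 rose by 2.92 ± 0.66 and the fibroblast genes Dcn and Pdgfrb by 2.70 ± 0.44 and 1.83 ± 0.42. Among the largest rises were Pdgfrl (4.69 ± 0.52), Csmd3 (4.63 ± 0.57) and Ptprd (4.15 ± 0.45), and among the largest falls Ivl (-3.30 ± 0.54) and Nckap1l (-2.99 ± 0.41). The glucose transporter gene Slc2a1 fell by 0.63 ± 0.13.

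In shRen, 506 genes were higher and 264 lower with T/P among 16881 tested. Of the type I interferon list 22 of 40 genes rose (29 adjusted over the list alone, adjusted p = 1.74e-14 by limma's camera, but 0.213 with an estimated correlation). Of the cell cycle and E2F list 35 of 46 fell (43 adjusted over the list alone, adjusted p = 1.04e-23, but 0.213 with an estimated correlation). Of the MAPK output list 13 of 23 fell and 1 rose (16 and 1 adjusted over the list alone), of the fibroblast markers 8 of 18 rose (10, with 1 fall, adjusted over the list alone), and of the chemokine ligands 6 of 27 rose (7 adjusted over the list alone). Of the study's inflammatory SASP genes 6 of 13 rose (6 adjusted over the list alone, which is not independent evidence). Camera called 12 lists, which also included the culture-measured SASP panel and interferon gamma genes (up), and hypoxia, cholesterol, epithelial and acinar genes (down). None of the 12 calls held with an estimated correlation, where the adjusted p was 0.213 to 0.650. Without surrogate variables 327 genes were called, and 13 of the 28 changes named for this comparison no longer passed. These were Cxcl10 (0.80, adjusted p = 0.341), Ccl2 (1.28), Ccl7 (1.85), Dhx58 (0.69, adjusted p = 0.455), Samd9l (0.97, adjusted p = 0.442), Stat2 (0.35, adjusted p = 0.647), Gadd45a (-0.57), Slc2a1 (-0.52), Hbegf (-1.16), Csf2 (-1.59), Dcn (2.95), Pdgfrb (2.40) and Ivl (-2.61). With the macrophage level as covariate Dusp4 (-1.15) and Krt8 (-0.70) did not pass either. With the replicate number as a block Dusp4 (-1.10), E2f8 (-1.18, adjusted p = 0.0561) and Timp3 (4.04, adjusted p = 0.0725) did not.

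The T/P response of shEzh2 tumors asks what the same drugs do once Ezh2 is lowered. Of 46 cell cycle genes 44 fell in shEzh2 T/P against shEzh2 V (n = 6 and 5), with Mcm4 at -1.14 ± 0.11 (log2, SE, adjusted p = 1.45e-05 by edgeR's quasi-likelihood test), Rrm2 at -1.32 ± 0.16 and Lmnb1 at -0.94 ± 0.12. Dusp4 went from 443 ± 232 to 106 ± 46.0 CPM (log2 fold change -2.19 ± 0.20, adjusted p = 1.42e-05), while Epha4 fell by 2.17 ± 0.22 and Areg by 2.14 ± 0.30. Ccl8 rose by 2.84 ± 0.53 and Ccl2 by 1.86 ± 0.35, and Ccl7 went from 36.6 ± 39.1 (19.5 without shEzh2 V replicate 4) to 136 ± 113 CPM (SD), a 5.66-fold rise by the fit. Among interferon-induced and antigen presentation genes Gbp10 rose by 4.96 ± 0.78, Psmb9 by 3.19 ± 0.59, Samd9l by 3.25 ± 0.41, Ciita by 2.55 ± 0.54, Dhx58 by 2.25 ± 0.30 and Gbp9 by 2.01 ± 0.26. Without shEzh2 V replicate 1 the values of Samd9l and Dhx58 were 2.08 and 0.88.

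Of 29 hypoxia and glycolysis genes 23 fell in shEzh2 tumors with T/P, with Ndrg1 at -2.12 ± 0.28, Slc2a1 at -0.93 ± 0.14 and Ldha at -0.93 ± 0.14. Krt18 went from 641 ± 80.7 to 148 ± 46.9 CPM (SD), Aldh1a3 fell by 3.55 ± 0.31, Cdkn1a by 2.14 ± 0.24 and Csf2 by 2.25 ± 0.31. The fibroblast genes Lum, Dcn and Pdgfra rose by 5.26 ± 0.93, 2.94 ± 0.51 and 2.05 ± 0.26, Mmp2 by 1.77 ± 0.23, Fgf7 by 3.30 ± 0.43 and Csf1 by 1.66 ± 0.23. Among the largest rises were Sfrp2 (9.03 ± 0.95), Gpc4 (7.24 ± 1.07) and Col25a1 (7.21 ± 0.66). Without shEzh2 V replicate 1 the values of Slc2a1 and Dcn were -0.61 and 1.66.

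In shEzh2, 1380 genes were higher and 512 lower with T/P. Of the type I interferon list 32 of 40 genes rose (35 adjusted over the list alone), of the interferon gamma list 22 of 30 (22 adjusted over the list alone), and of the MHC class I list 13 of 23 rose and 1 fell (14 and 1 adjusted over the list alone). Of the cell cycle list 44 of 46 fell (45 adjusted over the list alone), and of the hypoxia and glycolysis list 23 of 29 (24 adjusted over the list alone). Of the fibroblast markers 11 of 18 rose (11, with 1 fall, adjusted over the list alone, median 1.71, against 1.63 for type I interferon), and of the chemokine ligands 9 of 27 rose and 1 fell (9 and 1). Of the MAPK output list 7 of 23 fell and 2 rose (7 and 2). Of the T and NK cell markers 4 of 10 rose and 1 fell (4 and 1, median 1.21, not called by camera but by fry with adjusted p = 0.0011). Of the study's inflammatory genes 9 of 13 rose (9 adjusted over the list alone, which is not independent evidence). Of the T/P calls in shRen, 369 higher and 138 lower genes were called the same way in shEzh2, where independent lists of those sizes would share 41.4 and 8.01. Camera called 13 lists, none with an estimated correlation, where the adjusted p was 0.313 to 0.491. Cxcl10 (1.51 ± 0.33) and Irf7 (1.92 ± 0.40) also rose, but not without shEzh2 V replicate 1 (0.67 and 0.71). Without surrogate variables 6 of the 33 changes named for this comparison did not pass: Cxcl10 (0.45), Irf7 (0.74), Samd9l (0.67, adjusted p = 0.440), Dhx58 (0.91), Ccl2 (0.96, adjusted p = 0.0781) and Dcn (1.38). With only the libraries compared Cxcl10 (0.78), Irf7 (1.06), Ccl2 (1.13) and Dhx58 (1.36) did not. With the Y-linked level as covariate 10 of the 33 did not pass, with Ccl8 (-1.54), Psmb9 (-1.56) and Dcn (-0.69) at the opposite sign, Ccl7 at 0.037, Ccl2 at 0.31, Pdgfra at 0.26, Mmp2 at 0.92, Lum at 1.06, Samd9l at 2.37 and Sfrp2 at 2.95. The Y-linked gene Ddx3y had a mean of 0.369 CPM in shEzh2 V and 16.0 in shEzh2 T/P. This covariate can therefore take up part of the T/P effect itself.

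Knockdown under treatment asks whether low Ezh2 changes the genes that T/P-treated tumor cells express. In shEzh2 T/P against shRen T/P (n = 6 and 5), Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) stood at 384 ± 164 against 46.7 ± 18.2 CPM (SD), a log2 fold change of 2.94 ± 0.39 (SE, adjusted p = 0.000309 by edgeR's quasi-likelihood test), and every shEzh2 library (at least 168 CPM) lay above every shRen library (at most 72.2). B2m (chromosome 2, 122147686 to 122153083) stood at 2885 ± 903 against 778 ± 193 CPM (2.00 ± 0.30, adjusted p = 0.000565) and Tap1 (chromosome 17, 34187553 to 34197225) at 57.7 ± 57.4 against 5.71 ± 4.51 CPM (4.07 ± 0.79, adjusted p = 0.00435). Tap1 ran from 1.76 CPM in shEzh2 T/P replicate 3, below every shRen T/P library, to 161 in replicate 5, without which the mean was 37.0. Ccl8 rose by 3.69 ± 0.55 (adjusted p = 0.000584), from 3.42 ± 2.82 (2.19 without shRen T/P replicate 4) to 28.2 ± 34.9 CPM (14.5 without shEzh2 T/P replicate 5). In shEzh2 T/P replicate 3 Ccl8 stood at 1.12 CPM, below every shRen T/P library. Over the 6 shEzh2 T/P libraries Tap1 and Ccl8 rose in the same order as the mean level of 4 Y-linked genes (rho 1.00 each, exact permutation p = 0.00278). Whether their rise comes from the cells that hold the Y-linked transcripts was not tested. Interferon regulators and targets rose, with Irf7 at 3.78 ± 0.44, Irf8 at 3.93 ± 0.63, Isg15 at 3.53 ± 0.45 and Stat1 at 2.08 ± 0.31.

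Of the study's 13 inflammatory genes, 7 rose in this comparison (11 adjusted over the list alone, which is not independent evidence). Beside Cxcl10, B2m, Tap1 and Ccl8 these were Cxcl9 (2.09 ± 0.54), Ccl5 (2.08 ± 0.64) and Il15 (1.75 ± 0.53). Ccl2, at 255 ± 134 against 208 ± 18.6 CPM, did not pass (0.73 ± 0.39, adjusted p = 0.249), nor did Ccl7 (1.19 ± 0.50), Cxcl11 (1.79 ± 0.76), Icam1 (1.71 ± 0.73), Tapbp (0.33 ± 0.14) or Cx3cl1. Of the 9 STING and STAT genes, 5 rose (5 adjusted over the list alone, not independent evidence), which were Irf7, Irf8, Isg15, Stat1 and Irf1 (0.93 ± 0.24), while Irf3, Ifnar1, Ifnar2 and Stat3 did not pass. Of the 13 angiogenic and suppressive genes, Vegfb (-0.63 ± 0.19) and Mmp3 (-2.52 ± 0.76) fell (3 adjusted over the list alone, not independent evidence), and Vegfa, Pdgfa, Pdgfb, Mmp9, Mmp12, Mmp13, Mmp14, Tgfb1, Tgfb2, Cxcl1 and Cxcl5 did not pass. Of the 21 members that did not pass, 16 passed in another setting or with a library left out. Icam1 passed in 8 of 15 settings (1.73, adjusted p = 0.0145, without surrogate variables) and without shEzh2 T/P replicates 1 (2.68) and 3 (1.69) or shEzh2 V replicates 1 to 4 (1.51 to 2.04). Ccl7 passed with DESeq2 (1.18), limma voom (1.16), only the libraries compared (0.67) and without shEzh2 V replicates 3 to 5 (0.99), and also without shEzh2 T/P replicate 3 (1.45) or shEzh2 V replicates 1, 3, 4 and 5 (1.15 to 1.36). Cxcl11 passed in 3 of 14 settings (1.63 to 1.77) and without shEzh2 T/P replicate 1 (2.24) or shEzh2 V replicate 3 (1.90), and Tapbp without shEzh2 T/P replicate 5 (0.38). Pdgfb (-1.85, adjusted p = 0.0542) passed in 11 of 15 settings, Cxcl5 and Irf3 in 7, Tgfb1 and Mmp13 in 5, Cx3cl1 in 4 with the opposite sign (0.47 to 0.92), Tgfb2 in 3, Mmp9 and Mmp14 in 2, and Mmp12 and Ifnar1 in 1. Vegfa, at 0.0059 with all libraries, passed as lower with only the libraries compared (-0.68) and without shEzh2 T/P replicate 1 (-1.04). Leaving out single libraries ended 6 of the calls. Cxcl9 did not pass without shEzh2 T/P replicate 2 (1.79) or 6 (1.98) or shRen V replicate 1 (2.06), nor Irf1 without shEzh2 T/P replicate 2 (0.72) or shRen T/P replicate 4 (0.89). Il15 did not pass without shEzh2 T/P replicate 2 (1.43) or 6 (1.64), shEzh2 V replicate 5 (1.37), any shRen T/P library (1.85 to 2.01) or shRen V replicates 1 to 3 (1.74 to 1.90). Ccl5 did not pass without shRen T/P replicate 4 (1.14, adjusted p = 0.318), shEzh2 T/P replicate 6 (2.17), shEzh2 V replicate 1 (1.66), any other shRen T/P library (2.14 to 2.23) or any shRen V library (2.02 to 2.44). Vegfb did not pass without shEzh2 T/P replicate 2 (-0.49) or 6 (-0.50), any shRen T/P library (-0.63 to -0.56) or any shRen V library (-0.63 to -0.58). Mmp3 did not pass without shRen T/P replicate 4 (-1.61, adjusted p = 0.407), shEzh2 T/P replicates 1, 2, 5 and 6 (-2.62 to -1.54), shEzh2 V replicates 4 (-2.33) and 5 (-2.03), any other shRen T/P library (-2.76 to -2.24) or shRen V replicates 1, 3, 4 and 5 (-2.83 to -1.91). Without surrogate variables Ccl5 (0.86, adjusted p = 0.245) and Mmp3 (-2.03) did not pass, nor with the macrophage level (0.75 and -2.03) or only the first surrogate variable (1.27 and -1.67), where Irf1 also failed (1.05). With the Y-linked level Ccl5 (0.63), Il15 (1.06) and Mmp3 (-1.42) did not pass, with no filter Cxcl9, Ccl5, Il15, Irf1 and Mmp3, and without shRen T/P replicate 4 and shEzh2 T/P replicate 5 together Ccl5 (1.32), Irf1 (0.90), Vegfb (-0.50) and Mmp3 (-1.58).

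Antigen presentation and interferon genes beyond the study's lists rose with knockdown in T/P. H2-T22 rose by 1.80 ± 0.13 (adjusted p = 9.9e-07), Psmb9 by 4.54 ± 0.61, Irgm1 by 2.65 ± 0.25, Gbp3 by 2.85 ± 0.28, Cd274 by 3.10 ± 0.33, Oasl2 by 2.94 ± 0.29, Parp12 by 1.34 ± 0.15, Ifi203 by 2.53 ± 0.26, Ifih1 by 2.39 ± 0.32 and Ciita by 3.66 ± 0.71. Hoxc6, Hoxb8 and Hoxa10 were nearly silent in shRen T/P. Hoxc6 (chromosome 15, 102998257 to 103011881) had 1714 counts over the shEzh2 T/P group against 3 in shRen T/P, a ratio of 473 (95% interval 162 to 2296, and a ratio of 1136 without shRen T/P replicate 2), Hoxb8 had 2095 against 3, a ratio of 578 (198 to 2806), and Hoxa10 was at least 272-fold higher against a group at 0 counts. Within shEzh2 T/P Hoxc6 ran from 0.639 CPM in replicate 3, which had the group's lowest Y-linked level, to 24.2 in replicate 5, which had the highest. Whether these Hox genes follow the Y-linked level was not tested. Ina (chromosome 19, 47014698 to 47025327) stood at 34.6 ± 13.1 CPM in shRen T/P and 0.0497 ± 0.0863 in shEzh2 T/P (0.0154 without replicate 6), while Pld5, at 0 counts in shEzh2 T/P, was at least 120.0-fold lower. Krt14 fell by 4.21 ± 0.60, Epha4 by 2.42 ± 0.26, Cdh2 by 1.22 ± 0.20, Glb1 by 1.04 ± 0.17, Tnip1 by 0.89 ± 0.18, Egln1 by 1.11 ± 0.19 and Mxi1 by 1.20 ± 0.22; without shEzh2 T/P replicate 1 the values of Epha4 and Mxi1 were -3.95 and -1.81. Cdkn2c rose by 0.98 ± 0.14, Ccnd3 by 0.84 ± 0.14, Fgf7 by 2.47 ± 0.45, Vegfd by 2.24 ± 0.46, Dcn by 2.67 ± 0.52, Mpeg1 by 3.06 ± 0.56 and Hspa1a by 1.64 ± 0.41, though Dcn did not pass with only the first surrogate variable (2.70) nor Hspa1a with no filter (1.63). Counts of H2-T22, Gbp3, Irgm1, Ifi203 and Hspa1a, which have close relatives in the genome, are uncertain since the treatment of reads shared between copies is not stated.

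Knockdown in T/P left 728 genes higher and 309 lower. Of the type I interferon list 39 of 40 genes rose (39 adjusted over the list alone, median log2 fold change 3.16, camera adjusted p = 2.51e-67) and of the interferon gamma list 29 of 30 (30 adjusted over the list alone, median 3.13). Of the MHC class I list 18 of 23 rose (19 adjusted over the list alone, with 1 fall), of MHC class II 4 of 9 (6), and of DNA and RNA sensing 6 of 16 rose and 1 fell (8 and 1). Of the homeobox and developmental PRC2 targets 18 of 29 rose and 1 fell (19 and 2 adjusted over the list alone), with a median of 4.44, or 5.28 with the 5 members that have a group at 0 counts set to their bound. Of the hypoxia list 10 of 29 fell (13 adjusted over the list alone). Of the T and NK cell markers 3 of 10 rose (4 adjusted over the list alone, median 1.26), a list not called by camera (adjusted p = 0.146) but by fry (adjusted p = 0.00203). Of the 14 camera calls, those of STING and STAT, MHC class I, type I interferon, interferon gamma and sensing genes held with an estimated correlation (adjusted p = 0.00648 each). The other 9, which also included the chemokine ligands, both SASP lists, the angiogenic list (down), dissociation stress and fibroblast genes, did not, with an adjusted p of 0.0529 to 0.427. The count of genes was 2196 without surrogate variables, and 1659, 1730, 1871 and 2027 without shEzh2 V replicate 1, shEzh2 T/P replicate 1, shEzh2 T/P replicate 3 and shEzh2 V replicate 3.

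**Figure D3:**
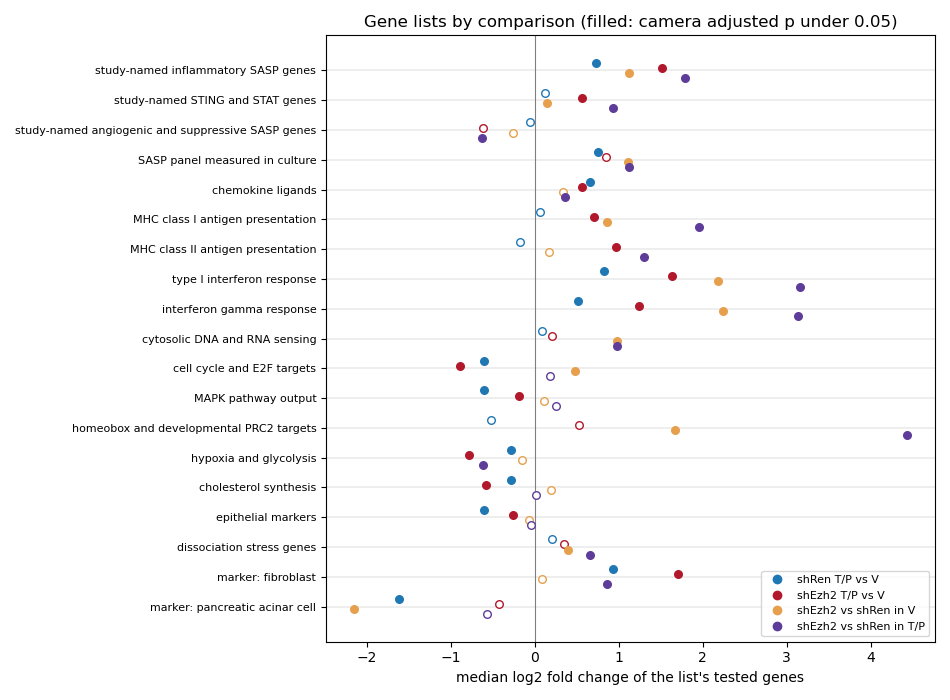
Median log2 fold change of each list's tested genes, for the 19 lists that camera called in at least 1 comparison, colored by comparison; filled points passed camera at an adjusted p under 0.05 and open points did not. The interaction is not drawn. Among the comparisons drawn, the type I interferon list lies highest with knockdown in T/P, at 3.16, and lowest with T/P in shRen, at 0.83.

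Knockdown without treatment asks which of these differences exist before the drugs. In shEzh2 V against shRen V (n = 5 and 5), Cxcl10 stood at 281 ± 159 against 26.7 ± 13.7 CPM (SD), a log2 fold change of 2.97 ± 0.30 (SE, adjusted p = 2.73e-05 by edgeR's quasi-likelihood test), and every shEzh2 library (at least 81.8 CPM) lay above every shRen library (at most 44.5). B2m stood at 2437 ± 625 against 892 ± 258 CPM (1.52 ± 0.23, adjusted p = 0.000379). Irf7 rose by 3.20 ± 0.35, Isg15 by 2.79 ± 0.35, Stat1 by 1.93 ± 0.25, Stat2 by 2.11 ± 0.20, Cxcl9 by 2.40 ± 0.43, Cxcl11 by 3.04 ± 0.59 and Icam1 by 2.28 ± 0.59, though Icam1 did not pass with limma voom (1.81). H2-T22 rose by 1.58 ± 0.10, Psmb10 by 1.05 ± 0.10, Irgm1 by 2.46 ± 0.21, Gbp3 by 2.33 ± 0.22, Cd274 by 2.49 ± 0.27, Parp12 by 1.45 ± 0.12 and Ifi203 by 2.27 ± 0.20. Replicates 3 to 5 of shEzh2 V also held 4.39 to 14.5 CPM of Ptprc, of the macrophage and monocyte list, against at most 2.44 in shRen V.

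Of 46 cell cycle genes 25 were higher in shEzh2 V, a list whose camera call was lost with an estimated correlation (adjusted p = 0.554). Pcna was higher by 0.79 ± 0.13, Uhrf1 by 0.76 ± 0.14, Dhfr by 0.93 ± 0.18 and Hmgb2 by 1.00 ± 0.15. Cdkn1a rose by 1.51 ± 0.24 while Cdkn2b fell by 1.07 ± 0.14, Glb1 by 0.96 ± 0.14, Tnip1 by 1.02 ± 0.15, Timp2 by 1.09 ± 0.21 and Cxcl5 by 2.76 ± 0.50. The PRC2 subunit gene Eed rose by 0.49 ± 0.08, and the developmental genes Tbx15 and Six1 by 1.45 ± 0.19 and 1.51 ± 0.21. Hoxc6 had 675 counts over the shEzh2 V group against 2, a ratio of 332 (95% interval 91.5 to 2746), or at least 176 without shRen V replicate 2, which held both. Within shEzh2 V Hoxc6 ran from 0.422 CPM in replicate 3 to 11.3 in replicate 1. Hoxb8 and Hoxa10 stood at 1.48 and 1.08 CPM over shEzh2 V, against 13.1 and 6.15 over shEzh2 T/P. Hoxa10 did not pass in V (4.89 ± 1.75, adjusted p = 0.0995 by edgeR's quasi-likelihood test). Ina stood at 40.6 ± 9.39 CPM in shRen V and at 0 counts in shEzh2 V, at least 1781-fold lower. Slc2a5 fell by 5.70 ± 0.63, Mpeg1 rose by 2.46 ± 0.45 and Hspa1a by 1.35 ± 0.30. Mpeg1, a macrophage gene, did not pass without shEzh2 V replicates 3 to 5 (1.51, adjusted p = 0.079). Cxcl5 (-2.48) and Timp2 (-1.07) did not pass with only the first surrogate variable, nor Timp2 with the macrophage level (-1.27). Without shEzh2 V replicate 3 the values of Eed, Slc2a5 and Timp2 were 0.78, -9.06 and -1.70. The Y-linked gene Ddx3y (chromosome Y, 1260771 to 1286629) stood at 33.1 ± 16.3 CPM in shRen V and 0.369 ± 0.825 in shEzh2 V, where all of it came from replicate 1.

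Knockdown in V left 571 genes higher and 509 lower. Of the calls made in T/P, 329 higher and 147 lower genes were called the same way in V, where independent lists would share 24.6 and 9.32. Of the type I interferon list 35 of 40 genes rose (37 adjusted over the list alone), of interferon gamma 27 of 30 (28), of MHC class I 17 of 23 (17), of sensing genes 9 of 16 (9, with 1 fall) and of the cell cycle list 25 of 46 (31). Of the homeobox list 9 of 29 rose and 3 fell (13 and 5 adjusted over the list alone), with a median of 1.67, or 1.70 with 8 members at their bound. Of the study's inflammatory genes 7 of 13 rose (9 adjusted over the list alone) and of its STING and STAT genes 4 of 9 (4), neither of which is independent evidence. Camera called 11 lists, and 6 of these calls held with an estimated correlation (adjusted p 0.00955 to 0.0459), namely STING and STAT, the culture-measured SASP panel, MHC class I, type I interferon, interferon gamma and sensing genes. The inflammatory, cell cycle, homeobox, dissociation stress and acinar calls did not, with an adjusted p of 0.0691 to 0.658. Without shEzh2 V replicate 3 the count of genes was 1751. With the Y-linked level as covariate, which nearly separates the V groups, 24 of the 32 changes named here did not pass, and Parp12 (-0.023), Mpeg1 (-1.21) and Timp2 (0.11) had the opposite sign.

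The interaction asks whether T/P acts differently in shEzh2 and shRen tumors. The T/P change of Psmb9 was higher in shEzh2 than in shRen by 4.42 ± 0.69 on the log2 scale (SE, n = 5, 5, 5 and 6, adjusted p = 0.00891 by edgeR's quasi-likelihood test), with 3.19 in shEzh2 and -1.23 in shRen, where it did not pass. Irf8 differed by 3.86 ± 0.63, with 2.11 in shEzh2 and a fall by 1.75 in shRen, and Mmp2 by 1.71 ± 0.27. Gadd45a, which fell in shRen, differed by 1.85 ± 0.22 (adjusted p = 0.00222) and Col25a1 by 5.92 ± 0.77. Tap1 (4.39 ± 0.89, adjusted p = 0.0309) and Ccl8 (2.57 ± 0.60, adjusted p = 0.0481) passed with all libraries. Tap1 did not pass without shEzh2 T/P replicate 2 (4.08), shRen T/P replicates 1, 2, 4 and 5 (4.32 to 4.64) or shRen V replicates 1 (4.26) and 2 (3.83, adjusted p = 0.0706). Ccl8 did not pass without shEzh2 T/P replicates 2 (2.46) and 6 (2.71), shRen T/P replicates 1, 2, 3 and 5 (2.51 to 2.65) or any shRen V library (2.53 to 2.89). The T/P effects on Cxcl10 (-0.03 ± 0.40, adjusted p = 0.983), Ccl2 (0.45 ± 0.41, adjusted p = 0.634) and Ezh2 (-0.14 ± 0.20, adjusted p = 0.782) were not shown to differ.

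The interaction was called for 159 genes higher and 22 lower. Of the interferon gamma list 3 of 30 genes were higher (9 adjusted over the list alone), and of the type I interferon list 0 of 40 (0 adjusted over the list alone). Camera called 7 lists: MHC class I and II, type I interferon, interferon gamma and fibroblast genes up, and cell cycle and hypoxia genes down. None held with an estimated correlation (adjusted p = 0.612 for each), and fry called 0. Without surrogate variables 1 gene was called by edgeR, and the 7 genes given here as passing lost their calls, Psmb9 at 3.24 (adjusted p = 0.358) and Gadd45a at 2.03 (adjusted p = 0.178). With limma voom Irf8 (3.35), Col25a1 (5.44), Tap1 (3.78) and Ccl8 (2.44) did not pass, and with no filter Tap1 (4.38) and Ccl8 (2.56) did not. Tap1 (4.30) also failed without shRen T/P replicate 4 and shEzh2 T/P replicate 5 together. With single libraries left out the count ran from 69, without shRen V replicate 1, to 447, without shEzh2 T/P replicate 3, and it moved by more than 1.5 times in 19 of 21 such fits, all but those without shEzh2 T/P replicate 5 and shRen V replicate 5. With the Y-linked level as covariate Psmb9 (-1.35), Irf8 (-0.21), Tap1 (-1.55) and Ccl8 (-2.61) had the opposite sign and did not pass. That level differed between shEzh2 V and shEzh2 T/P, so the covariate can take up part of the interaction itself.

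Camera called 12 lists in none of the 5 comparisons. Their lowest adjusted p was 0.0545 for NF-kB and TNF genes (29 tested), 0.0731 for angiogenic factors (25), 0.0733 for macrophage and monocyte markers (20), 0.146 for T and NK cell markers (10), 0.183 for matrix metalloproteinases (19), 0.200 for PRC2 subunits (12), 0.245 for senescence regulators (29), 0.387 for dendritic cell markers (7), 0.436 for TGF-beta genes (21), 0.468 for NK ligands (11), 0.635 for endothelial markers (7) and 0.650 for mesenchymal transition genes (16). Markers of neutrophils, B and plasma cells, erythroid cells and islet cells had 4, 3, 2 and 0 tested genes and were not tested.

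**Figure D4:**
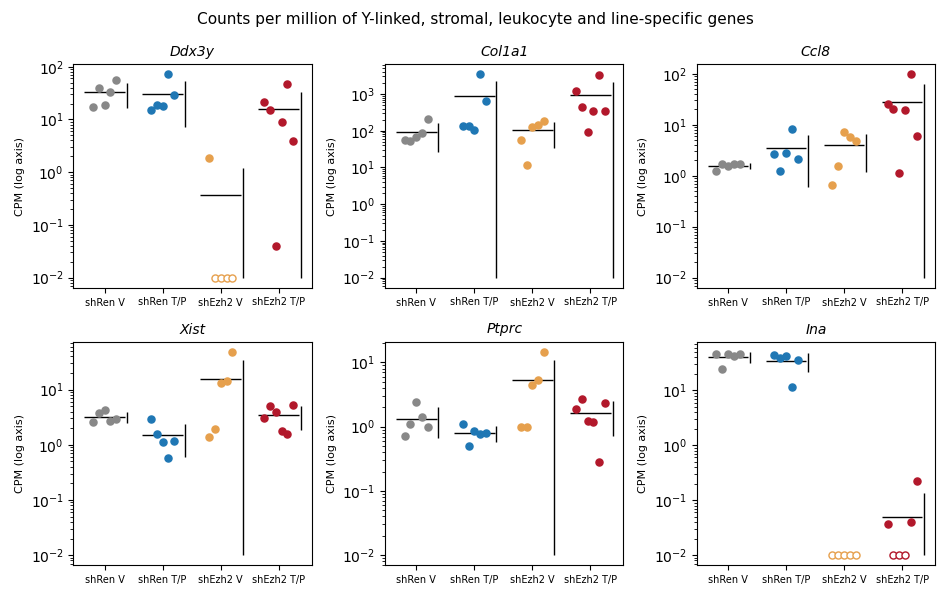
CPM on log axes for Ddx3y, Col1a1, Ccl8, Xist, Ptprc and Ina, with 1 point per library, a line at the group mean and a bar of 1 SD; open points are libraries at 0, drawn at 0.01 CPM, where bars are also cut. Ddx3y runs from 0.0399 to 47.1 CPM within shEzh2 T/P, and Col1a1 from 91.8 to 3339.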

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

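The tests of the Y-linked genes, of the T and NK cell level and of the neighbours of Ina, Pld5, Adgrl4 and Slc2a5, and the genes tested for single samples far from their group, were chosen after the result was seen.

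Total counts and 16 genes were tested in the 4 groups for 1 sample that lay far from the others, and 18 of 67 such tests found one, where chance alone gives about 1 in 20, or 3.35. For Hoxc6 in shRen V and Ddx3y in shEzh2 V the other libraries were at 0, so any count in 1 library gave this result. shRen T/P replicate 4 held 5 of them, with 8.36 CPM of Ccl8 (next 2.78), 71.3 of Ddx3y (next 29.0), 3392 of Col1a1 (next 651), 208 of Dusp4 (next 173) and the lowest Ina of its group at 11.7 (next 36.3). shEzh2 T/P replicate 5 held 96.9 CPM of Ccl8 (next 25.2), 347 of Ccl7 (next 139) and 3339 of Col1a1 (next 1184). In shRen V, replicate 2 had 28.1 M counts (next 26.7 M), 0.0754 CPM of Hoxc6 (the others at 0) and 24.1 of Ina (next 42.0), and replicate 5 had 213 CPM of Col1a1 (next 85.5). In shEzh2 V, replicate 1 had 1.84 CPM of Ddx3y (the others at 0), replicate 4 had 326 of Ccl2 (next 116) and 105 of Ccl7 (next 28.2), and replicate 5 had 48.1 of Xist (next 14.4). shEzh2 T/P replicate 6 had 29.8 M counts (next 26.1 M) and 0.222 CPM of Ina (next 0.0402).

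The T/P response differed between shEzh2 and shRen for 181 genes by edgeR's interaction term. The named ones were Psmb9 (4.42), Irf8 (3.86), Gadd45a (1.85), Pdgfc (1.01, and over 1.5 times that without shEzh2 V replicate 1), Mmp2 (1.71), Col25a1 (5.92), Tap1 (4.39) and Ccl8 (2.57), each as a difference of log2 fold changes. Without surrogate variables 0 of these 8 passed. With single libraries left out the count of genes ran from 69 to 447.

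Y-linked transcripts nearly followed the hairpin in V but varied within shEzh2 T/P in a way the groups do not explain. Every shRen library held at least 15.3 CPM of Ddx3y, 4 of 5 shEzh2 V libraries held 0, and shEzh2 T/P libraries ran from 0.0399 to 47.1. Over the 6 shEzh2 T/P libraries the Y-linked level rose with Col1a1 (rho 0.94, exact permutation p = 0.0167, adjusted over 6 relations 0.025; r 0.91, exact p = 0.0111, adjusted 0.0188, and 0.82 without replicates 3 and 5). Female hosts carry no Y chromosome, so their stromal RNA could only dilute the Y-linked level, which would then fall as fibroblast genes rise. The rise with Col1a1 is opposite to such a fall, but the test set to decide used the other fibroblast markers. The 17 fibroblast markers other than Col1a1 went the same way, though their rank relation did not pass (rho 0.83, exact permutation p = 0.0583, adjusted 0.07). Their r was 0.94 (exact permutation p = 0.0125, adjusted 0.0188), and 0.35 without replicates 3 and 5. The part of host stromal RNA was therefore not decided. shRen cells or reads carried over are argued against by Ina, whose mean in shEzh2 T/P was 0.144% of that in shRen T/P (0.0445% without shEzh2 T/P replicate 6), where Ddx3y reached 52.5% (32.2% without shEzh2 T/P replicate 5 and 78.8% without shRen T/P replicate 4). This covers shRen material in which Ina goes with Ddx3y. shRen T/P replicate 4 held the most Ddx3y (71.3 CPM) and the least Ina (11.7) of its group, so an Ina-poor part of shRen tumors is not covered. Mir30a was a mark of the shEzh2 libraries (at least 7.35 CPM, against at most 0.0385 in shRen). Over the shEzh2 T/P libraries it fell as the Y-linked level rose (rho -0.94, exact permutation p = 0.0167, adjusted 0.025). Its r was -0.79 (exact permutation p = 0.0292, adjusted 0.035), and -0.71 without replicates 3 and 5. A candidate explanation for T/P is a Y-bearing, collagen-rich cell population that lacks this mark. Its origin and relation to treatment or low Ezh2 were not tested. Low Ezh2 and raised Hoxc6, which also set shEzh2 apart from shRen, did not fade in replicate 5, which had the highest Y-linked level. Replicate 5 held 12.8 CPM of Ezh2 and 24.2 of Hoxc6, against 16.6 and 0.639 in replicate 3, which had the lowest. Whether the population lies outside the shEzh2 line thus stays open. In shEzh2 V, replicates 2 to 5, nearly without Y-linked transcripts, held 7.35 to 13.9 CPM of Mir30a, below the 18.1 of shEzh2 T/P replicate 5. Across V and T/P together low Mir30a thus did not mark Y-bearing libraries.

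Interferon genes were higher in shEzh2 libraries in T/P and V, and RNA of host leukocytes or of the Y-bearing population could raise them, although the cells were sorted for GFP. With the macrophage marker level as covariate the 30 interferon gamma genes kept a median of 98.8% of their log2 fold change in T/P (lower quartile 97.7%) and 96.3% in V (lower quartile 77.8%, with 20 genes passing in place of 23), relative to the fit with no covariate. With the level of the 10 T and NK cell markers they kept 118% in T/P (lower quartile 105%, with 25 genes passing in place of 28) and 112% in V (lower quartile 104%, 22 in place of 23), and with the Y-linked level 85.8% in T/P (lower quartile 83.1%). The macrophage and the T and NK cell values argue against RNA of these cells as the whole cause in both, with other leukocytes not tested. Whether leukocytes in the tumors act on the genes of the tumor cells stays open, since marker RNA in sorted cells cannot tell. The Y-bearing population stays open in T/P, since the Y-linked covariate cannot decide on it. Ddx3y was lower on average in shEzh2 T/P (16.0 CPM) than in shRen T/P (30.6). Adjusting for a source with that pattern which raised these genes would therefore not lower the difference. In V, where the Y-linked level nearly equals the hairpin label, that source was not tested. Low Ezh2 and other differences between the 2 hairpin lines stay open, since 1 line was made per hairpin as far as the labels tell.

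Ina, Pld5, Adgrl4 and Slc2a5 were nearly absent from shEzh2 V libraries, Ina lower by a factor of at least 1781, Pld5 by 64.1 (95% interval 29.2 to 176), Adgrl4 by 35.3 (19.0 to 74.3) and Slc2a5 by 62.5 (41.1 to 100.0). Loss of the genome segment within 300 kb is argued against for Ina, whose 10 tested neighbours had a median log2 fold change of -0.058 in V (lower quartile -0.16), and for Pld5, with 4 neighbours (median 0.17, lower quartile 0.01). It stays open for Adgrl4, which has 2 tested neighbours (median 1.88), and for Slc2a5, whose 8 neighbours had a median of 0.071 but include Gm13093 at -4.39 (adjusted p = 0.00397 by edgeR). A loss confined to each gene, silencing, and a difference between the lines that predates the hairpin stay open, and were not tested.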

How the results depend on the processing

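The settings with the Y-linked level, without the leukocyte-rich and without the collagen-rich libraries, and the check of the column numbers, were tests chosen after the result was seen.

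Ezh2 was lower in shEzh2 under all 15 other settings and with each library left out in turn, from -1.60 to -1.33 in T/P and from -1.45 to -1.07 in V in the latter. Both alternative scalings kept all 150 named gene results on their side of the threshold, as did the stricter filter for the 144 it could test. These results were in part chosen for holding with libraries left out, so such counts overstate how steady the named genes of the rule are. Of 140 called results 68 were called in every setting run. Without surrogate variables 29 lost their call, with limma voom 5, with no filter 8, and with the Y-linked level 48 (10 more reversed).

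With no fold threshold the genes changed numbered 2591 for T/P in shRen, 5382 for T/P in shEzh2, 2208 for knockdown in T/P and 3080 for knockdown in V, and with the stricter filter, which tests fewer genes, 464, 1042, 584 and 604. With no filter 90 genes were called for the interaction. Without surrogate variables edgeR called 327 genes for T/P in shRen, 2196 for knockdown in T/P (837 of the 1037 among them) and 1 for the interaction, and DESeq2 2364 for knockdown in T/P, 1652 in V and 107 for the interaction. With them DESeq2 called 460 and limma voom 51 for the interaction. With only the first, 387 were called for T/P in shRen and 1 for the interaction. With the macrophage level the counts were 319 for T/P in shRen, 2301 for knockdown in T/P and 2 for the interaction, and with the Y-linked level 511 for T/P in shRen, 2083 for knockdown in T/P and 715 in V. With only the libraries compared, 1233 were called for T/P in shRen and 2626 for knockdown in T/P. Without the leukocyte-rich shEzh2 V libraries 3 to 5 knockdown in T/P gave 2315, in V 1906 and the interaction 551; without the collagen-rich shRen T/P library 4 and shEzh2 T/P library 5 the interaction gave 109. The cause was not tested, apart from the fewer genes of the stricter filter.

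With the replicate number as a block, 322 genes were called for T/P in shRen, 1877 for knockdown in T/P and 1 for the interaction. The block uses the numbers of the titles, which pair the libraries at most in part. Of 30 pairs of the same number 11 correlated above 0.1 (median 0.064, against -0.018 for other pairs). Of 21 libraries 7 matched best a library of their own number. The numbers in the file's column names differ for 4 shRen libraries. By these, 8 of 23 pairs correlated above 0.1 (median 0.067, range -0.099 to 0.53, the highest for shEzh2 T/P replicate 5 and shRen T/P replicate 4). Of 19 libraries that share a number 9 matched best their own. How many such matches chance gives was not computed, so a batch shared under either set of numbers stays open. No block was fitted with the numbers of the column names.

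With each library left out in turn the counts ran from 593 to 968 for T/P in shRen, 1657 to 2228 for T/P in shEzh2, 733 to 2027 for knockdown in T/P, 904 to 1751 for knockdown in V and 69 to 447 for the interaction. Those over 1.5 times from the full count were 1659, 1730, 1871 and 2027 for knockdown in T/P (without shEzh2 V replicate 1, shEzh2 T/P replicates 1 and 3, and shEzh2 V replicate 3), 1751 in V (without shEzh2 V replicate 3), and 19 of 21 for the interaction, all but those without shEzh2 T/P replicate 5 and shRen V replicate 5.

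Camera with an estimated correlation called 0, 0, 5, 6 and 0 lists in the 5 comparisons, in place of 12, 13, 14, 11 and 7, and fry called 21 for T/P in shEzh2 and 0 for the interaction. For T/P in shEzh2, 8 lists were called without surrogate variables and 7 with the Y-linked level. For the interaction, 11 were called with the Y-linked level, 13 without the leukocyte-rich libraries, and 6 to 11 with each library left out (11 without shEzh2 T/P replicate 1). The cause was not tested.

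With the Y-linked level as covariate the sign turned for Ccl8 (-1.54), Psmb9 (-1.56) and Dcn (-0.69) with T/P in shEzh2, for Tapbp (-0.18) with knockdown in T/P, for Parp12 (-0.023), Mpeg1 (-1.21) and Timp2 (0.11) with knockdown in V, and in the interaction for Ezh2 (0.14), Psmb9 (-1.35), Irf8 (-0.21), Tap1 (-1.55), Ccl8 (-2.61), Cxcl10 (1.12) and Ccl2 (-0.99). In V that level nearly equals the hairpin label, so the covariate takes up the difference itself. It also differed between shEzh2 V and shEzh2 T/P, so it can take up part of the T/P effect in shEzh2 and of the interaction. Other turns of sign among the 150 named results were in values that had not passed: Tapbp with knockdown in T/P (-0.028 with DESeq2 and -0.023 with edgeR without surrogate variables, -0.00148 with the macrophage level, -0.00341 with the block), Ccl2 in the interaction (-0.34 and -0.33 without surrogate variables in DESeq2 and edgeR, -0.16 with the first, -0.14 with the macrophage level, -0.15 with the block) and Cxcl10 in the interaction (0.095 without the leukocyte-rich libraries, -0.49 to 0.59 with each library left out). Beside the 150, with knockdown in T/P, Cx3cl1 (-0.35) passed with the opposite sign in 4 settings (0.47 to 0.92), and Vegfa (0.0059) with only the libraries compared (-0.68) and without shEzh2 T/P replicate 1 (-1.04).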

Other observations

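The relations of the Y-linked level with Xist, Ccl8 and Tap1 were tests chosen after the result was seen, and the splits of the libraries were planned.

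Over the 6 shEzh2 T/P libraries the Y-linked level rose with Ccl8 (rho 1.00, exact permutation p = 0.00278, adjusted over 6 relations 0.00833; r 0.97, exact p = 0.00139, the smallest the permutations can give, adjusted 0.00417, and 0.87 without replicates 3 and 5) and with Tap1 in the same order (rho 1.00, exact p = 0.00278, adjusted 0.00833; r 0.99, exact p = 0.00139, adjusted 0.00417, and 0.98 without replicates 3 and 5). It showed no relation with Xist that passed (rho -0.60, exact p = 0.242, adjusted 0.242; r -0.42, exact p = 0.447, adjusted 0.447, and -0.12 without replicates 3 and 5).

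The libraries of each comparison were put into other groups of the same sizes, 70 splits with the real one among them, each with surrogate variables found anew. The interaction had 181 genes in the real split and at most 45 in another, and shRen T/P against V had 770 and at most 1. shEzh2 T/P against V had 1892 and at most 275. shEzh2 against shRen had 1037 and at most 20 in T/P, and 1080 and at most 232 in V. In each comparison only 1 of 70 splits, the real one, held as many genes (0.0143). Chance in the grouping of the libraries can be excluded at that level for the comparisons other than the interaction. For the interaction, T/P and V were exchanged within each hairpin, which removes the T/P effect itself as well. Its splits therefore cannot exclude chance for a difference in that effect. There were 126 possible splits for shRen T/P against V and for shEzh2 against shRen in V. There were 462 for shEzh2 T/P against V and for shEzh2 against shRen in T/P, and 116424 for the interaction.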
